A study of Mus musculus with 1 sample. Its data were reported in "Human SERPINA3 induces neocortical folding and improves cognitive ability in mice" (2022).

How the data were processed

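Single-cell RNA sequencing (sc-RNA Seq) of the cerebral cortex of P0 (day of birth) wild-type (WT) C57BL/6 mice was analysed from the processed files that the authors deposited. Per the labels and the methods of the study, the cortex was digested in papain, cells were captured in droplets with the 10x Chromium 3′ chemistry (version 3.1 kit), and the library was sequenced on an Illumina HiSeq. In this method each captured transcript carries a unique molecular identifier (UMI), so that copies made by PCR are counted once. A single WT library was used. The design text of the series also names a SERPINA3 knock-in group and triplicates; these were not analysed here, so no difference between genotypes was measured, and no test between groups was possible.

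The values that the authors deposited are raw UMI counts for each gene and cell barcode, with no normalization, together with a table of the total UMI count and the number of detected genes of each cell. Both columns of the cell table equalled the sums over the UMI table in all 11062 cells. The reads were aligned and counted with Cell Ranger by a sequencing company; its version, the genome build, the annotation and the rule for calling cells are not stated. The smallest total in any cell was 500 UMIs, and 162 cells held at least 500 and fewer than 600, which points to a lower limit of 500 set before deposit. The results of the study speak of removing mitochondrial genes. However, 36 of the 37 mitochondrial genes in the table had UMIs, so this step came after the deposited table. Genes are given by symbol only. Of the 51912 symbols, 47624 occur in GENCODE release M21 for GRCm38; because the build used by the authors is not stated, no coordinates are given.

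The library held 90346034 UMIs. Cells with fewer than 200 detected genes were left out (4 cells), as were genes detected in fewer than 3 cells and, for clustering and for the CPM levels of panel genes by class, the mitochondrial genes. They were kept in the CPM used to score clusters and rank their leading genes. Clustering followed the methods of the study where these give a setting. In Seurat 5.3.0 (R 4.3.3), counts were log-normalized to 10000 per cell, 2000 variable genes were chosen, 30 principal components were computed, and cells were joined by their 20 nearest neighbours and grouped by the Louvain algorithm at resolution 0.3. Cells in clusters named as neurons were clustered again in the same way at resolution 0.6, a value fixed here because the methods give none for this step. A panel of 36 genes, fixed before the data were examined, was left out of the variable genes and of the markers, so that the panel levels were not built into the classes. The panel holds the mouse Serpina3 family, Glo1 and Hagh, Notch pathway genes, Nes and the genes of proteins that the study stained or blotted.

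Marker lists for each cell type and layer were likewise fixed before the data were examined (216 symbols, 214 of them in the table). The way of scoring them was not. A cluster took the class with the highest score, the mean over that class's markers of the CPM in the cluster relative to the highest CPM in any cluster, provided at least 3 markers were detected in at least 10% of its cells. Leading genes were the 10 with the largest CPM fold over the other cells, with 10 CPM added on both sides, among genes detected in at least 25% of the cells of the cluster. A cluster stayed unnamed if more of its leading genes were markers of another class than of its own, or if its median UMI count was below that of the library divided by 3 and none of its own markers was among its leading genes. Among neurons, a conflict within the upper or within the deep layers left the layer unresolved but the cluster in its group. These scoring rules were revised several times after clusters and names had been seen, and the stricter rule for leading genes among neurons lowered the share of upper-layer-like neurons; the naming without it was kept as an alternative. In a check chosen later, leaving mitochondrial genes out of scores and leading genes changed 0 names among the 14 clusters of all cells and 0 among the 20 clusters of neurons. All classes are called "-like", since names rest on markers alone and the clusters were rebuilt here without the annotation used by the study.

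Principal components were first computed with an approximate solver. Clusters then differed between numerical libraries, mainly along the border of an unnamed cluster of low-UMI cells and the upper-layer clusters. The exact solver, with components rounded to 4 decimals (3 in scanpy), gave identical clusters and replaced it after results had been computed both ways; the choice was made for this reason and not by value. Louvain seeds 2, 3 and 4 were added as alternatives to seed 1.

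For each class, the UMIs of a gene were summed over its cells and divided by the summed UMIs without mitochondrial genes, on the CPM scale. The share of cells with a UMI was also computed after each cell had been thinned at random to 2000 UMIs, leaving out shallower cells, because detection rises with depth. Shares carry exact binomial (Clopper-Pearson) 95% intervals, CPM exact Poisson intervals, CPM ratios exact conditional binomial intervals, and medians order-statistic intervals. All intervals cover counting error only; with 1 library the variation between animals is unknown, and no p-value was computed from cells. Doublets, droplets with more than a single cell, were scored with Scrublet in scanpy 1.11.5 at an expected rate of 0.08. It marked 643 cells (5.81%) above its threshold of 0.242. They were kept, since the methods name no removal, and taken out as an alternative. Single steps were run on simulated data. Of 199 genes raised 8-fold in clusters of 100 simulated cells, 100% were recovered among 51912 genes. For 4 of 4 simulated classes the best-scoring class was the simulated one, and 96.1% of the CPM ratio intervals held the true ratio. These values hold for the simulated conditions only. They test neither the rules that left clusters unnamed nor whether the real clusters were named correctly.

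Genes were named by a rule fixed before the data were examined: Hopx, Sox2, Pax6, Eomes, Cux1, Bcl11b, Tbr1, Glo1, Nes and each Serpina3 gene with a UMI are given, and the other panel genes are summarised; 1 further gene that the rule names is not reported here. Leading genes, mitochondrial genes and sex-linked genes are named only to describe a cluster or a technical measure. Alternatives fixed before the data were examined kept the mitochondrial genes, required 1000 genes per cell, removed Scrublet doublets, used resolution 0.6, 15 principal components, panel genes among the variable genes, resolutions 0.3 and 1 for neurons, Leiden clusters in scanpy, CPM averaged over cells, thinned cells, or protein-coding mitochondrial genes alone. Alternatives added later were the Louvain seeds, naming every cluster by its best-scoring class, counting a cluster whose intermediate progenitor score lay within 0.1 of its best score as intermediate progenitor-like, and leaving unnamed cells out of the denominator.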

Results

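To describe the cell types of the neonatal cortex that the study set beside its SERPINA3 knock-in mice, sc-RNA Seq of the P0 WT cortex was analysed. The data comprised 1 WT library of 11062 cells and 90346034 UMIs. A cell held a median of 7197 UMIs (quartiles 2452 and 11166, lowest 500) and a median of 3037 detected genes. A UMI was found for 30073 of the 51912 genes listed, and 25443 genes were detected in at least 3 cells. After 4 cells with fewer than 200 genes had been left out, 11058 cells were clustered. As there was a single library, the values below have no replicate error, and the intervals in brackets are 95% intervals for counting error alone.

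The first question was which cell classes made up the WT cortex. Clustering gave 14 clusters, of which 13 could be named, in 8 classes. Excitatory neuron-like cells, including migrating immature ones, were the most common at 7253 cells or 65.6% (64.7 to 66.5). This share was 83.4% when cells with fewer than 1000 genes were left out, the largest shift among the alternatives. Within it, 791 cells (7.15%) were migrating immature excitatory neuron-like and their cluster was led by Eomes, Sstr2 and Sema3c. This cluster scored 0.784 for migrating neurons and 0.686 for intermediate progenitors, so the line between these classes was narrow. Among the 5 other excitatory clusters, a cluster of 472 cells was led by Scg2, Npy and Fosl2, which include genes induced by neuronal activity or stress. Inhibitory neuron-like cells accounted for 1014 cells or 9.17% (8.64 to 9.72). The remaining small classes were Cajal-Retzius cell-like (31 cells), endothelial cell-like (22 cells) and mural cell-like (21 cells).

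**Figure D1:**
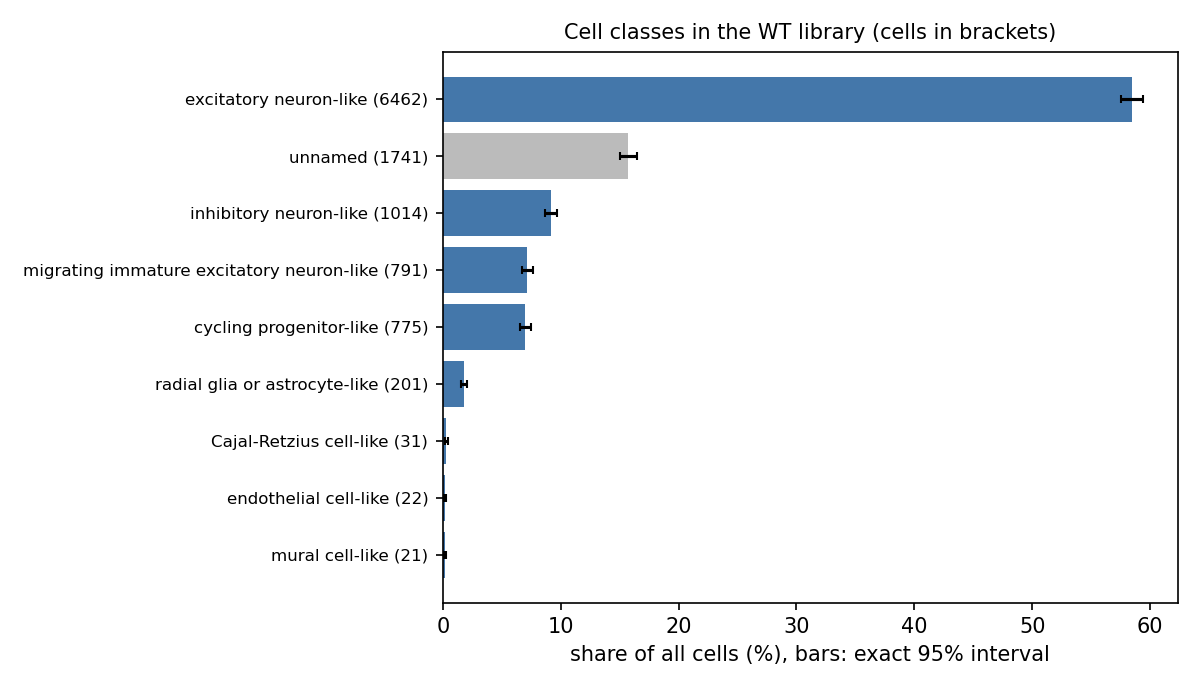
Share of all 11058 cells (horizontal axis, %) in each class (vertical axis, number of cells in brackets) of the WT library. Bars are shares and whiskers exact binomial 95% intervals; the grey bar is the unnamed cluster, at 15.7%, second to the excitatory neuron-like class without migrating cells at 58.4%.

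The study switched on SERPINA3 in Nestin-positive cells and their progeny, so not in progenitors alone. Progenitor-like cells made up 976 cells or 8.83% (8.30 to 9.37) of the library. They consisted of 775 cycling progenitor-like cells (7.01%) and 201 radial glia or astrocyte-like cells (1.82%). No cluster was named intermediate progenitor-like. Counting the Eomes-led cluster as such raised the share to 16.0%. The cycling cluster was led by Top2a and Hist1h1b, but Olig1, Olig2 and Pdgfra, genes of oligodendrocyte precursors, were also among its 10 leading genes, and Scrublet marked 12.6% of its cells as doublets against 5.81% in the library. Its score was 1 for cycling progenitors and 0.918 for oligodendrocyte precursors. At resolution 0.3 the cluster thus did not separate dividing cells from oligodendrocyte precursors. The radial glia or astrocyte-like cluster was led by Aldoc, Fabp7 and Mt3, the last of these a metallothionein gene.

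A cluster of 1741 cells, 15.7% (15.1 to 16.4) of the library, stayed unnamed. Its median was 1065 UMIs, against 8279 in the named cells, and none of the markers of its best-scoring class, layer II/III neurons, was among its 10 leading genes, of which 7 were mitochondrial. With mitochondrial genes left out of the ranking, 0 of these markers were among the 10. In the whole library, mitochondrial genes took 3.90% of all UMIs. The median share per cell was 3.49% (3.47 to 3.52; quartiles 2.86 and 7.02), and it was 2.37% when protein-coding mitochondrial genes alone were counted. The median was 23.0% in the unnamed cluster, 3.32% in the excitatory neuron-like class without migrating cells, 5.49% in the inhibitory neuron-like class and 1.91% in the radial glia or astrocyte-like class.

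Since the study reported more layer II/III neurons in the knock-in cortex, the layer makeup of the WT neurons was examined next. The 8298 neuron-like cells were clustered again into 20 clusters, of which 16 were named. Upper-layer-like neurons (layers II/III and IV) accounted for 2919 cells or 35.2% (34.1 to 36.2), and deep-layer-like neurons (layers V, VI and VIb) for 1500 cells or 18.1% (17.3 to 18.9). The upper share rose to 58.0% when each cluster was given its best-scoring class, and the deep share to 25.2% when unnamed cells were left out of the denominator. In each alternative that gave both shares, the upper share exceeded the deep share. By layer, 19.8% (19.0 to 20.7) of the neurons were layer II/III neuron-like, 15.3% (14.6 to 16.1) layer IV neuron-like, 11.5% (10.8 to 12.2) layer VI neuron-like, 2.71% (2.37 to 3.08) layer V neuron-like and 1.17% (0.949 to 1.42) layer VIb neuron-like. A further 222 cells (2.68%) were deep-layer-like with the layer unresolved between V and VI. Scrublet marked 12.3% of the layer VI neuron-like cells as doublets and 11.1% of the layer V neuron-like cells, which had a median of 22521 UMIs. A layer II/III neuron-like cluster of 86 cells was led by Selenom, Npy and mt-Nd6 and had no marker of its layer among its leading genes. The 4 unnamed clusters together held 2339 neurons or 28.2% (27.2 to 29.2). The largest of them, with 1181 cells, was led by Lmo4 and Nefl, and its best score was 0.423 for layer II/III neurons. It stayed unnamed because 1 of its leading genes, Slc1a3, is a marker of radial glia or astrocytes and 0 are markers of layer II/III. The cluster of 86 cells had a lower score of 0.307 but was named, as 0 of its leading genes were markers of another class. Whether the 1181 cells count as upper-layer-like thus rested on 1 leading gene.

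**Figure D2:**
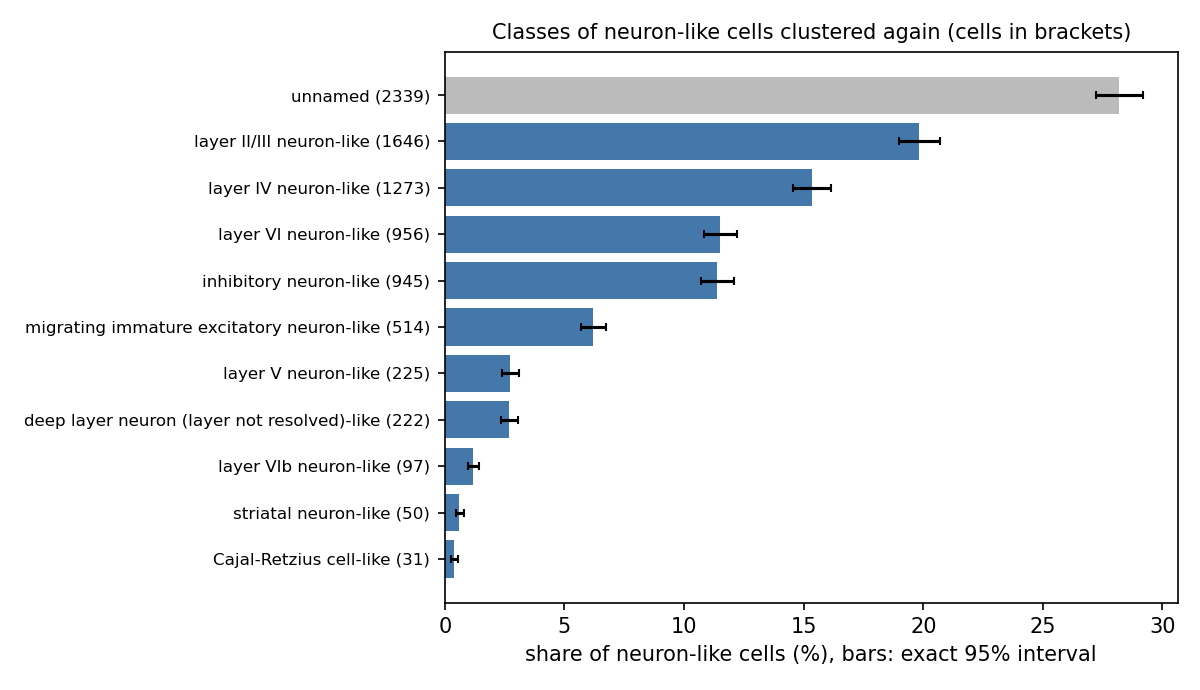
Share of the 8298 neuron-like cells (horizontal axis, %) in each class after they were clustered again (vertical axis, number of cells in brackets). Bars are shares and whiskers exact binomial 95% intervals; unnamed clusters (grey) hold 28.2%, layer II/III neuron-like cells 19.8% and layer V neuron-like cells 2.71%.

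**Figure D3:**
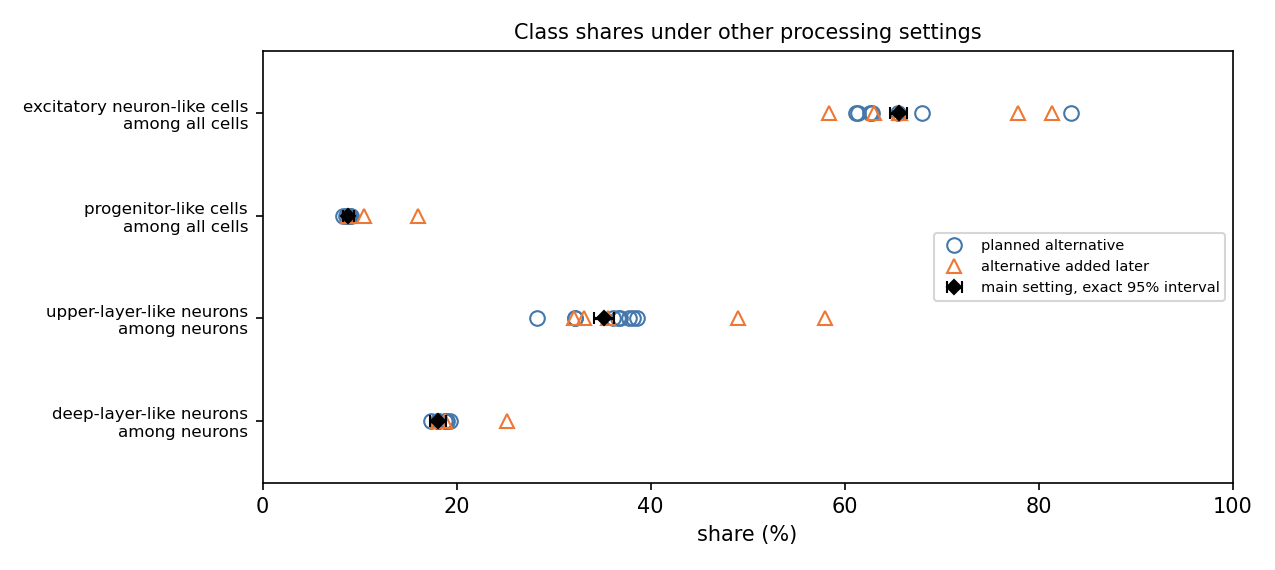
Shares (horizontal axis, %) of 4 classes (vertical axis) in the main setting (diamonds, with exact 95% intervals) and under each alternative planned beforehand (circles) or added later (triangles). The upper-layer-like share ranges from 28.3% to 58.0%, whereas the deep-layer-like share ranges from 17.4% to 25.2%.

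Layer proteins that the study stained were compared at the transcript level between these groups, whose clusters were formed without these genes. Cux1 was 6.36-fold (6.00 to 6.74) higher in upper-layer-like than in deep-layer-like neurons, with 450.0 CPM against 70.8 CPM. Bcl11b, the gene of CTIP2, went the other way with 17.5 CPM against 638 CPM, a ratio of 0.0274 (0.0249 to 0.0302). Tbr1 was also lower in upper-layer-like neurons, with 83.5 CPM against 171 CPM, a ratio of 0.488 (0.461 to 0.516). In cells thinned to 2000 UMIs, Cux1 was detected in 55.9% of upper-layer-like and 9.23% of deep-layer-like neurons, and Bcl11b in 3.07% and 63.8%. Without thinning, these shares were 85.0% and 37.5% for Cux1 and 9.56% and 93.5% for Bcl11b, at median depths of 8338 and 10034 UMIs. The Cux1 ratio varied most with the setting, from 4.15 to 10.3, and none of these ratios crossed 1.

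Markers of progenitors in the study were then compared between classes. In mice, the study stained these proteins in the embryonic cortex, whereas the values here are transcripts on the day of birth. Hopx, which the study stained as a marker of outer radial glia, reached 303 CPM (277 to 331) in radial glia or astrocyte-like cells, 73.3-fold (63.8 to 84.3) its level in all other cells. Under the alternatives this ratio lay between 64.1 and 73.5. In cycling progenitor-like cells Hopx was at 29.8 CPM (25.6 to 34.6), and the ratio between both classes was 10.1 (8.53 to 12.1). After thinning, a Hopx UMI was found in 35.5% (28.9 to 42.6) of radial glia or astrocyte-like cells, 4.58% (3.07 to 6.56) of cycling progenitor-like cells and 0.223% (0.122 to 0.375) of excitatory neuron-like cells without migrating ones, taken as the comparison class. The unthinned shares were 68.7%, 11.7% and 1.64% at median depths of 7843, 7379 and 9618 UMIs. Hopx was also found in endothelial cell-like cells at 45.9 CPM (29.1 to 68.8), with a UMI in 11 of 22 cells at a median of 13865 UMIs, but in 0 of these cells after thinning. As the radial glia or astrocyte-like class joins both cell types, these values do not separate outer radial glia from either. Nes was 14.2-fold (12.9 to 15.6), Sox2 15.4-fold (14.3 to 16.6) and Pax6 15.3-fold (14.0 to 16.7) higher in radial glia or astrocyte-like cells than in all others. Sox2 was also found in inhibitory neuron-like cells at 142 CPM (131 to 154), against 3.52 CPM (3.08 to 3.996) in excitatory neuron-like cells without migrating ones. Eomes, the gene of TBR2, was highest in migrating immature excitatory neuron-like cells at 237 CPM (223 to 251), 172-fold (139 to 215) the level of the other excitatory neuron-like cells. It reached 54.3 CPM (48.5 to 60.5) in cycling progenitor-like cells, whereas 2 Eomes UMIs were found in radial glia or astrocyte-like cells.

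**Figure D4:**
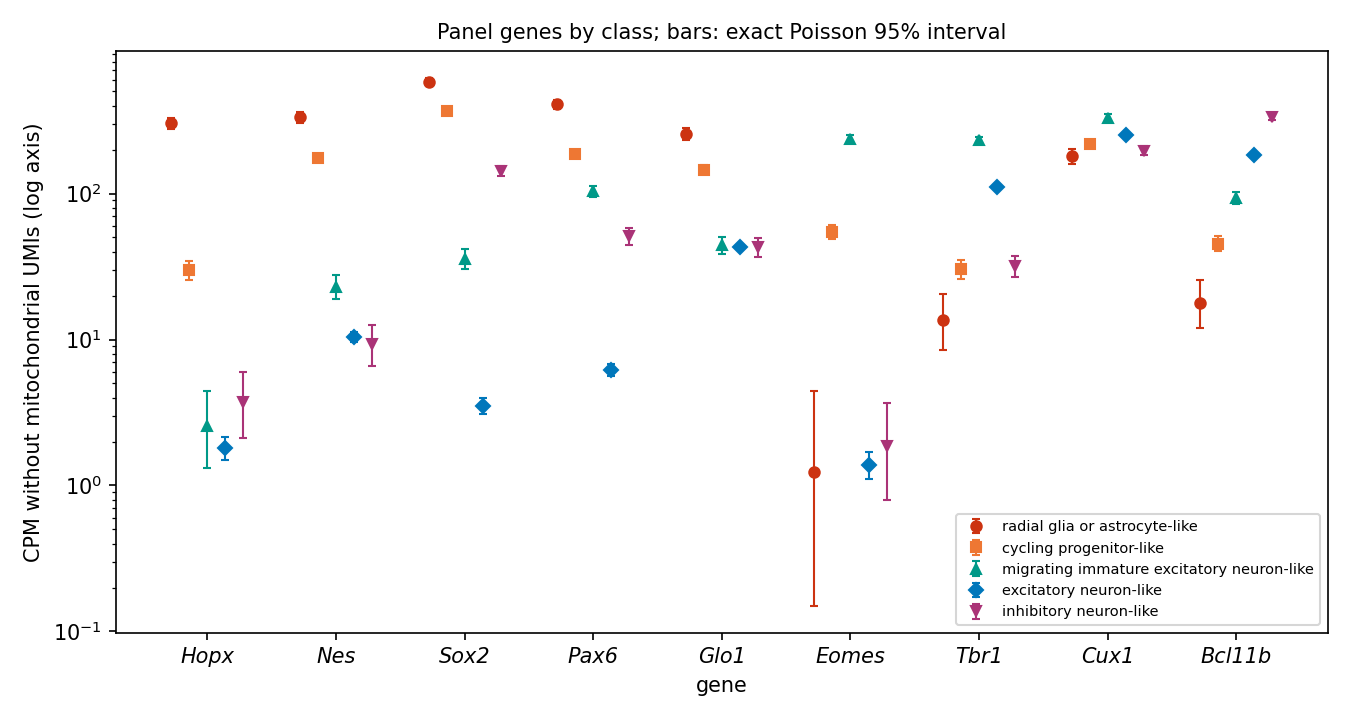
CPM without mitochondrial UMIs (vertical log axis) of 9 panel genes (horizontal axis) in 5 classes of the WT library. Points are summed levels and whiskers exact Poisson 95% intervals; Hopx is at 303 CPM in radial glia or astrocyte-like cells and 1.80 CPM in excitatory neuron-like cells, and Bcl11b is highest in inhibitory neuron-like cells at 336 CPM.

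Glo1 encodes glyoxalase 1, which breaks down methylglyoxal, and is the gene that the study placed downstream of SERPINA3. The study picked it from RNA sequencing of embryonic cortex, whereas the values here are from the day of birth. In the WT library Glo1 was at 169 CPM (160.2 to 179) in progenitor-like cells and 43.1 CPM (41.6 to 44.7) in excitatory neuron-like cells, a ratio of 3.93 (3.68 to 4.19). This ratio fell to 2.82 when the Eomes-led cluster was counted as intermediate progenitor-like. Within the progenitors, Glo1 was 1.75-fold (1.55 to 1.96) higher in radial glia or astrocyte-like than in cycling progenitor-like cells. Levels in migrating immature and inhibitory neuron-like cells could not be told from that of the respective excitatory cells, with ratios of 1.02 (0.885 to 1.18) and 0.990 (0.849 to 1.15). After thinning, a Glo1 UMI was found in 27.0% (24.0 to 30.2) of progenitor-like and 7.61% (7.005 to 8.26) of excitatory neuron-like cells; unthinned shares were 61.8% and 31.4% at median depths of 7504 and 9000 UMIs.

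To see whether the mouse counterparts of SERPINA3 were present in the WT cortex, the 11 Serpina3 genes of the panel were counted. Of these, 10 had no UMI. Serpina3n had 7 UMIs in 5 cells, 0.0452% (0.0147 to 0.105) of the 11058 cells. Of these cells, 2 were radial glia or astrocyte-like and the others were an inhibitory neuron-like, an excitatory neuron-like and a Cajal-Retzius cell-like cell, the last with 3 UMIs. In excitatory neuron-like cells the share was 0.0155% at a median of 9618 UMIs, and in radial glia or astrocyte-like cells 0.995% (0.121 to 3.55) at 7843 UMIs. After thinning the share in the library was 0.0116%, a single cell. A gene can be expressed below what this depth detects.

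Over the whole panel, 26 genes had UMIs. Their level in progenitor-like cells was higher than in excitatory neuron-like cells for 17 genes and lower for 8, and the interval of the ratio held 1 for Serpina3n. Among genes not described above, Vim, Mki67, Notch1, Dll1, Hes1, Hes5, Olig2, S100b, Gfap, Aldh1l1 and Hagh were higher in progenitor-like cells, from 1.30-fold for Hagh to 239-fold for Aldh1l1, whereas Tubb3, Rbfox3, Map2 and Mbp were lower. For Olig2 the ratio of 229 came from the cycling cluster, which held 1652 of its 1759 UMIs. Of the UMIs in progenitor-like cells, this cluster also held all 28 of S100b and 219 of the 224 of Dll1. Hagh was at 33.8 CPM (25.5 to 44.1) in radial glia or astrocyte-like cells, against 33.1 CPM in excitatory neuron-like cells. Its rise thus also came from the cycling cluster, at 45.7 CPM (40.4 to 51.5).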

Values the study reported

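The study identified 26 clusters over its WT and knock-in samples together, at a resolution of 0.3, and assigned them to 11 main cell types.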

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

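The Louvain seeds, the naming of every cluster by its best-scoring class, the count of a near-tied cluster as intermediate progenitor-like and the denominators without unnamed cells were chosen after the results had been seen. No alternative had been planned for the ratios of Nes, Sox2, Pax6, Eomes, Cux1, Bcl11b and Tbr1; the remaining alternatives were planned. No paired analysis was possible because there was 1 library. A value is said to move when it leaves the 95% counting interval of the main setting, and the cause was not tested except where stated.

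The excitatory neuron-like share (65.6%) and the upper-layer-like share (35.2%) were the least stable. Keeping mitochondrial genes gave an excitatory share of 61.4%, an upper-layer share of 32.2% and a deep-layer share of 19.3%. With at least 1000 genes per cell the excitatory share was 83.4%, the upper-layer share 38.6%, the deep-layer share 19.0% and the median mitochondrial share 3.28%; this alternative removed 2044 cells by construction and left no cell unnamed in the first clustering. Without Scrublet doublets the excitatory share was 61.2%, the upper-layer share 28.3% and the Glo1 ratio 4.23. Resolution 0.6 gave 62.7% and 32.2% for the excitatory and upper-layer shares, 15 principal components 62.9% and 36.6%, Leiden clusters 68.0% and 38.2%, and Louvain seed 4 gave 63.0% and 33.1%. The upper-layer share also moved with panel genes allowed (36.9%), neuron resolution 1 (37.7%) and Louvain seed 2 (32.1%). In each setting with an excitatory share from 61.2% to 63.0%, the unnamed share of cells was above its main value of 15.7%, from 17.9% at 15 principal components to 20.6% without doublets.

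Naming every cluster by its best-scoring class gave an excitatory share of 81.3% and an upper-layer share of 58.0%, by construction from clusters otherwise unnamed. Counting the near-tied cluster as intermediate progenitor-like gave an excitatory share of 58.4%, a progenitor share of 16.0% and a Glo1 ratio of 2.82. Leaving unnamed cells out of the denominator gave 77.8% excitatory, 10.5% progenitor-like, 49.0% upper-layer-like and 25.2% deep-layer-like cells. Thinning gave a Serpina3n share of 0.0116%, and protein-coding mitochondrial genes alone a median of 2.37%.

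The Hopx ratio stayed within its interval under all 11 alternatives (64.1 to 73.5). The progenitor share did so under 10 of 12, the Glo1 ratio under 10 of 12 and the deep-layer share under 11 of 14. No alternative counted the cycling cluster as oligodendrocyte precursor-like, although its score for that class was 0.918. The progenitor share and the Glo1 ratio were thus not tested against this choice. Radial glia or astrocyte-like cells alone were 1.82% of the library, with Glo1 at 255 CPM (231 to 281). Both the Glo1 and the Hopx ratio stayed above 1 throughout. Of the ratios of Nes, Sox2, Pax6, Eomes, Cux1, Bcl11b and Tbr1, no value crossed 1; the Pax6 ratio moved most often, under 8 of 11 alternatives (11.98 to 18.5), and the Eomes ratio had the widest range (97.3 to 450.0). Leiden clustering left the merged cycling and radial glia cells unnamed, so it gave no progenitor share and no ratio with these classes. Depth limits Serpina3n, whose share rests on 5 cells, and the classes of 31 cells or fewer.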

Other observations

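The split of the Hopx tests by class, the marker comparison in Hopx-positive neurons, the comparison of Hopx between upper and deep layers, the Hopx UMIs per cell, the doublet ratios at equal depth and the depth of inhibitory cells were tests chosen after the results had been seen; the other tests were written beforehand, but the limits for calling a result open were widened after the values had been seen for Malat1, free RNA in the unnamed cluster, doublets outside the radial glia or astrocyte-like class and dividing radial glia. With 1 group of 1 library, no biological difference between groups was tested.

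Clustering of all cells gave 14 clusters here. That is lower than the value quoted from the study above, which was obtained over both genotypes together, whereas the clusters and names here were rebuilt from the WT library alone.

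The unnamed cluster held 1741 cells with a median of 1065 UMIs and 23.0% mitochondrial UMIs. Ependymal cells, which are rich in mitochondria, were argued against: 0 ependymal markers had a UMI in 10% or more of its cells. Loss of cytoplasm could leave nuclear and mitochondrial RNA behind. Malat1, a nuclear RNA, took 2.95% of the non-mitochondrial UMIs in this cluster and 1.81% in the named cells. The ratio of 1.63 falls short of the 2-fold rise set beforehand but goes in the direction of that explanation. Transcripts counted as ribosomal took 5.69% of the non-mitochondrial UMIs in this cluster and 11.5% in the named cells. That lower share goes in the same direction but was not among the tests. Droplets holding free RNA only would carry all markers near their level in the whole library. The cycling markers lay at 0.154 of it, the radial glia or astrocyte markers at 0.388 and the inhibitory markers at 0.935, while layer II/III markers were 1.52-fold higher. The profile of free RNA was assumed from the library and not measured, as no empty droplets were analysed here, so this stays open. Damaged upper-layer neurons alone would carry little Bcl11b, which was at 17.5 CPM in upper-layer-like and 638 CPM in deep-layer-like neurons. The unnamed cluster held it at 181 CPM (161 to 202), near the 184 CPM of excitatory neuron-like cells without migrating ones. This argues against upper-layer neurons as the only source. Damaged upper-layer neurons as a part of the cluster stay open, but these values do not single them out. Whether these cells are counted with the neurons decides much of the excitatory share, which was 81.3% with them and 65.6% without.

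Inhibitory neuron-like cells had a median of 2397 UMIs, against 9000 in excitatory neuron-like cells. The class pools a cluster of 614 cells with a median of 1290 UMIs and 11.5% mitochondrial UMIs and a cluster of 400 cells with 4392 UMIs and 3.50%. When neurons were clustered again, 395 inhibitory cells lay at 796 UMIs and 21.9% mitochondrial UMIs, and another 265 inhibitory cells at 6014 UMIs. Sorting of low-UMI excitatory cells into the unnamed cluster could produce such a gap. With the unnamed cells added to the excitatory ones, the median was 7632 UMIs, still 3.18-fold that of the inhibitory cells, which argues against this as the whole cause. Neither a loss of RNA during digestion nor a lower RNA content was tested directly, and both stay open.

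Xist, transcribed from the inactive X chromosome of females, had 26 UMIs in 23 cells, beside 7325 UMIs of Ddx3y and 8282 of Eif2s3y, both Y-linked. If those 23 cells came from a female pup, few would carry a Y-linked UMI. In fact 73.9% (51.6 to 89.8) did, against 69.5% of the other cells, a ratio of 1.06, which argues against a female source for these cells as a set. The sex of the animals is not in the labels used here.

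Outside the radial glia or astrocyte-like class, 239 cells had a Hopx UMI. Free RNA as the sole source was argued against, since thinned shares differed between classes: the lower bound in cycling progenitor-like cells exceeded the upper bound in excitatory neuron-like cells by 2.69 percentage points. Scrublet marked 15.5% of the Hopx-positive and 5.65% of the Hopx-negative cells, a ratio of 2.74 (1.91 to 3.82). The Hopx-positive cells were deeper, with a median of 11600 against 7094 UMIs, and at equal depth, over 10 bins of UMI counts, the ratio was 1.42. Doublets and depth therefore cannot be told apart for the pooled cells, and the classes were taken separately. Besides the neuron-like and cycling cells described next, 11 of the 22 endothelial cell-like cells had a Hopx UMI, at 45.9 CPM (29.1 to 68.8) against 29.8 CPM in cycling progenitor-like cells; no explanation was tested for these few cells.

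In the excitatory, migrating and inhibitory neuron-like classes, 134 cells had a Hopx UMI; Cajal-Retzius cell-like cells were left out here. Scrublet marked 14.9% of them and 6.09% of the Hopx-negative neurons. That ratio of 2.45 (1.48 to 3.83) passed the 2-fold limit first set for doublets, but it was 1.32 at equal depth, and a marker comparison took its place. Whole radial glia or astrocytes caught with neurons would bring their other transcripts. The markers of that class lay at 481 CPM in the Hopx-positive and 512 CPM in the Hopx-negative neurons, a ratio of 0.939 (0.879 to 1.002), whereas Hopx at the level seen would need 12647 CPM. This argues against such doublets as the main source. Free RNA could add a like amount to each droplet, or an amount that follows the depth of the cell. Hopx UMIs per 1000 cells were 18.7 (15.5 to 22.4) in excitatory, 15.2 (7.84 to 26.5) in migrating and 15.8 (9.02 to 25.6) in inhibitory neuron-like cells. The inhibitory cells are shallower, so a like amount per droplet goes with their higher CPM, 2.01-fold (1.12 to 3.39) that of the excitatory cells. Other values go against free RNA. There were 11.3 (7.78 to 15.9) UMIs per 1000 upper-layer-like and 28.7 (20.7 to 38.6) per 1000 deep-layer-like neurons, and the CPM ratio of upper to deep was 0.549 (0.338 to 0.884), or 0.50 (0.299 to 0.829) without Scrublet doublets. Of the 43 UMIs in deep-layer-like neurons, 29 lay in layer VI neuron-like cells, at 3.27 CPM (2.19 to 4.70). Layer V neuron-like cells were at 1.12 CPM (0.409 to 2.43) and unresolved deep cells at 0.465 CPM (0.0118 to 2.59). Neither exceeded the 1.31 CPM (0.904 to 1.84) of upper-layer-like neurons. Layer VIb neuron-like cells held 7 Hopx UMIs at 4.46 CPM (1.79 to 9.18). The deep excess in CPM thus rests on layers VI and VIb, with most of the UMIs in layer VI. The unnamed cells held 0.574 (0.0145 to 3.20) Hopx UMIs per 1000 cells. Free RNA as the sole source over the neurons as a set is thus argued against, whether it is alike per droplet or follows depth. A part of the UMIs may still come from it. In layer V and unresolved deep cells the CPM leaves free RNA that follows depth open. Low Hopx expression in some neurons was not tested.

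In the cycling progenitor-like class, 91 of 775 cells had a Hopx UMI. Scrublet marked 18.7% of them and 11.8% of the Hopx-negative cells, a ratio of 1.58 (0.876 to 2.68), and at equal depth the ratio was 0.974. The radial glia or astrocyte markers were 1.40-fold higher in the Hopx-positive cells. Dividing radial glia or astrocytes in this cluster may account for the Hopx UMIs, but the rise is below the 2-fold set beforehand, and the Hopx-negative cells already hold these markers at 12645 CPM. Doublets and dividing radial glia cannot be told apart with these few cells.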
